# Jiang Tang Xiao Ke Granule Protects Hepatic Tissue of Diabetic Mice Through Modulation of Insulin and Ras Signaling – A Bioinformatics Analysis of MicroRNAs and mRNAs Network

**DOI:** 10.3389/fphar.2020.00173

**Published:** 2020-03-06

**Authors:** Ying Bai, Xueli Bao, Guangjian Jiang, Dongyu Ge, Weipeng He, Dandan Zhao, Yi Zhang, Ruijuan Dong, Jing Hua, Nan Yang, Fangfang Mo, Sihua Gao

**Keywords:** Jiang Tang Xiao Ke Granule, bioinformatic analysis, microRNAs, anti-diabetic effect, diabetes mellitus

## Abstract

**Objective:**

To investigate the impact of JTXK granule on the miRNA expression profiles in hepatic tissue of diabetic mice, and to explore the molecular targets and associated signaling pathways of JTXK granule in its anti-diabetic effect.

**Methods:**

Eight mice were randomly selected as normal group fed with chow diet. Then high fat diet was used to induce diabetic model, and the mice were subsequently divided into JTXK-treated group (J group, *n* = 6) and model group (M group, *n* = 6). After 8 weeks’ intervention we examined the fasting blood glucose and observed the histopathologic changes in hepatic tissue between these two groups. Next we screened the differentially expressed miRNAs between the two groups using microRNA sequencing analysis. Finally, miRNA target gene prediction, GO and KEGG analysis were applied to explore the function of DEMs.

**Results:**

The blood glucose level in J group was significantly lower than M group (*P* < 0.05). The results from H&E staining showed that the arrangement and structure of hepatocytes from J group were basically normal with fewer ballooning degeneration and less inflammatory cell infiltration. Furthermore, a total of 33 significantly differentiated miRNAs were detected in comparison between the two groups (| log2(fold change) | >0.3, *P* < 0.05). MiRNA–mRNA analysis showed that mmu-miR-30a-5p, mmu-miR-23b-5p, mmu-miR-199a-5p, mmu-miR-425-5p, and mmu-miR-214-3p are closely related to inflammatory response, histological changes and insulin signal transduction in liver. In addition, KEGG analysis showed that the DEMs were closely related to Ras and insulin signaling pathway.

**Conclusion:**

JTXK granule exerts anti-diabetic effect in hepatic tissue of diabetic mice by modulating miRNAs and mRNAs network.

## Highlights

- JTXK granule ameliorated hyperglycemia in diabetic mice.
- JTXK granule elicited protective effect against diabetes-induced histopathological changes in liver.
- JTXK granule significantly changed the miRNA–mRNA expression profile in liver tissue of diabetic mice.
- JTXK granule exerted anti-hyperglycemia and anti-inflammatory effect in liver tissue of diabetic mice by modulating miRNAs and mRNAs associated with Ras and insulin signaling.

## Introduction

The prevalence of diabetes mellitus (DM), a metabolic disorder, is rapidly increasing worldwide (Cho et al., 2018). Diabetes is characterized by hyperglycemia which is caused by either insulin deficiency, or impaired biological function of insulin (Manrique et al., 2014). Long-term hyperglycemia in diabetes leads to various tissue damage and organ dysfunction (Forbes and Cooper, 2013). Furthermore, diabetes is known to cause liver disorder, and contribute to chronic liver injury, including fatty liver, hepatic steatosis, liver fibrosis and cirrhosis (Fukuda et al., 2016). Epidemiological studies show that the risks of non-alcoholic fatty liver disease (NAFLD) as well as hepatocellular carcinoma (HC) are much higher among diabetic patients than non-diabetic population (Liu et al., 2017). In diabetic liver injury, hepatic steatosis and inflammatory cell infiltration could be observed, and insulin resistance and glucolipid metabolic disorder could emerge (Tian et al., 2017).

MicroRNAs are a series of non-coding single strand small RNAs, usually with a length of about 22 nucleotides, which are derived from RNA transcript regions that fold to hairpin structures (Shukla et al., 2011). MicroRNAs can identify binding sites on 3′-UTR of target genes and their function is mainly to inhibit downstream gene expression through transcriptional inhibition, mRNA cleavage or degradation (Wilczynska and Bushell, 2015). Growing evidence shows that microRNAs are involved in gene regulations in many pathophysiological processes, including glycolipid metabolism, antioxidant stress and inflammation, and thereby participate and exert significant impact on diabetes and its associated complications (Iacomino and Siani, 2017). Furthermore, studies have demonstrated that a variety of microRNAs (miRNAs) can regulate multiple target genes associated with insulin and Ras signaling pathways, thus forming a complex network and playing vital role in the regulation of glucolipid metabolism and inflammatory response (Kasinski and Slack, 2010; Mor et al., 2011). As a result, these miRNAs may serve as important regulators and therapeutic targets of diabetes associated liver injury.

In recent years, significant clinical breakthroughs have been made in the study of traditional Chinese medicine formula. It has been found that Chinese medicine formula play a major role in the treatment of diabetes through multiple targets with various mechanisms (Zhijun et al., 2013). Jiang Tang Xiao Ke (JTXK) Granule is a traditional Chinese herbal medicine compound for diabetes mellitus, which is composed of *Rehmannia glutinosa* (Gaertn.) DC. (Dihuang), *Cornus officinalis* Siebold & Zucc. (Shanzhuyu), *Panax ginseng* C.A.Mey. (Renshen), *Coptis chinensis* Franch. (Huanglian), *Salvia miltiorrhiza* Bunge (Danshen) and *Pueraria montana* var. lobata (Gegen) and so on. Our previous data have shown that JTXK Granule plays the anti-diabetic role by regulating glycolipid metabolism, resisting oxidative stress, and also protecting islet cells, which act through regulating phosphatidylinositol 3-kinase (PI3K)/protein kinase B (AKT)-related microRNAs and mRNAs expressions in pancreatic tissues (Zhao et al., 2014; Mo et al., 2017; Yu et al., 2017). Another study also suggested that JTXK granule can regulate glycolipid metabolism in the liver tissue of diabetic mice (Yi et al., 2016). In addition to the amelioration of glucolipid metabolic disorder, we also found that JTXK granule exerted anti-inflammatory effect and ameliorated diabetic liver injury in high fat diet (HFD)-induced diabetic mice. Therefore, this study aims to investigate the potential role of JTXK granule in modulating the miRNAs and mRNAs network, and its related signaling pathways in liver tissue, and to reveal the underlying molecular targets of this classic herbal formula.

## Materials and Methods

### Preparation of JTXK Granule

JTXK formula is composed of *Rehmannia glutinosa (Gaertn.) DC.* (Dihuang), *Cornus officinalis Siebold & Zucc.* (Shanzhuyu), *Panax ginseng C.A.Mey.* (Renshen), *Coptis chinensis Franch.* (Huanglian), *Salvia miltiorrhiza Bunge* (Danshen), and *Pueraria montana var. lobata* (Gegen) etc (Please see Supplementary Table S1 for detail). All the herbal materials (prepared herbal medicine in small pieces ready for decoction) were purchased from Tongrentang Chinese Medicine Pharmacy (Beijing, China). The authenticity of the herbal medicine was verified by Lec. Xiaoxu Dong from Science and Technology Developmental Department of Traditional Chinese Materia Medica. Then all the herbs were mixed, processed and the concentrated extracts were made into granules (3.26 grams of herbs/gram of granules, extraction ratio 30.67%). The batch number was 20140518. Fingerprint of this granule that illustrated the main ingredients were shown in Figure 1 and in accordance with our previous study (Mo et al., 2017). Finally, the granules were stored in −4°C refrigerator and prepared suspension of corresponding concentration with distilled water before use.

**FIGURE 1:**
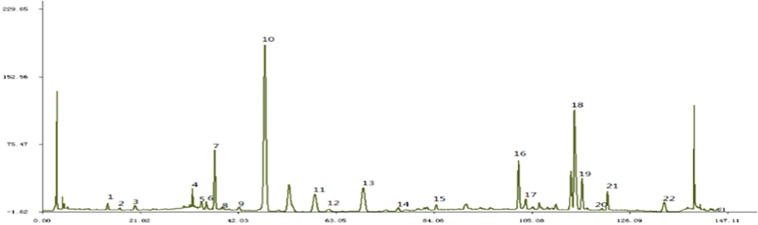
Fingerprint of JTXK granule. Paeonol (22), Salvia acid B (18), Berberine (19), Coptisine (16), Puerarin (10).

### Animal Models and Experimental Procedure

All the animal experimental procedures were approved by the Animal Care Committee of Beijing University of Chinese Medicine (Beijing, China). In this study, 8-week-old ICR mice were purchased from Beijing Sibeifu Bioscience, Co. Ltd. (Beijing, China). All the mice were fed in the barrier environment of Beijing University of Chinese Medicine. The light–dark cycle was 12 h/12 h, the room temperature was controlled at 23°C and the relative humidity was ∼45%. After 1 week of adaptive feeding, 8 mice were randomly selected as normal group fed with standard diet (AIN-96G feed from Sibeifu Bioscience, Co., Ltd,. Beijing, China), and the remaining mice were fed with high-fat diet (HFD, MD12032, 45%fat Kcal%, Jiangsu Medicine, Co., Ltd., Jiangsu, China) during the entire experiment. After 12 weeks’ feeding, mice were divided into model group (M group, *n* = 6) and JTXK-treated group (J group, *n* = 6), randomly. Then, J group mice were treated with JTXK granule dissolved in sterilized water (1.75 g/kg) by gavage for 8 consecutive weeks. While the mice in normal and M group received the same amount of sterile water. Finally, all mice were sacrificed after 8 weeks of intervention, and the blood samples and livers were collected for further experiments.

### Liver Histopathologic Analysis

The livers were immediately removed from the experimental mice at sacrifice, fixed by 10% neutral PBS formaldehyde and then embedded in paraffin. Next, the maximum sagittal sections of each lobe were cut into 4-μm sections and stained with hematoxylin and eosin (H&E) according to a set routine. An optical microscope (Olympus, Tokyo, Japan) was used to observe the histopathological changes in liver tissue.

### MicroRNA Sequencing Analysis

We selected three mice from either M group or J group for miRNA Sequencing analysis. Total RNA was isolated for library preparation using multiplex small RNA library prep set and multiplex oligos set (NEBNext^®^, United States). In brief, the RNA was spliced at the 3′ end, hybridized with RT primer, spliced at the 5′ end, then reverse transcribed. Next, PCR amplification was carried out to obtain stable library. Following, quality assessment and quantification were accomplished using Qubit Flurometer (Thermo Fisher Scientific) and Qseq100 DNA Analyzer (Bioptic, Inc.). Then after mixing and denaturing, the libraries were added to Illumina HiSeq (HiSeq X Ten System, Illumina, Inc.) platform for sequencing in accordance with specific instructions. Next, raw data were filtered to get clean data. Number and distribution of all reads were analyzed. And unique reads were compared with Rfam, miRBase to identify the known and novel miRNAs. The expression of microRNAs in each sample was calculated using reads per million (RPM, RPM = each miRNA reads/all miRNA reads), and then the differential microRNAs were screened out (| log2(fold change) | >0.3, *P* < 0.05, average expression > 1 in at least one group). Finally, bar chart and hierarchical clustering figure were generated to illustrate the differential miRNA expression between M group and J group. The raw data of the miRNA-Seq has been deposited in Gene Expression Omnibus (GEO) database^1^ for public access (GEO Series accession number GSE145234).

### Differential MiRNA Target Gene Prediction and Enrichment Analysis

The target genes of differentially expressed microRNAs (including both known and novel microRNAs) were predicted by Miranda and RNAhybrid, respectively. The intersection part of the results was considered as the final target gene prediction results, and then it was divided into target genes corresponding to either up-regulated or down-regulated miRNAs. Then gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses were carried out using Fisher’s exact test to identify the significantly related GO terms and KEGG pathways (*P* < 0.05).

### Quantitative Real-Time PCR Verification of Selected miRNA

In order to validate the sequencing results, qRT-PCR analysis was carried out using selected miRNAs. We extracted total RNA from mouse liver tissue, and reverse-transcripted total RNA into cDNA with miRNA First-Strand cDNA Synthesis Kit (TIANGEN, Beijing, China). Then the miRNA expression measurement was done by qRT-PCR with miRNA qPCR Detection Kit (SYBR Green) (TIANGEN, Beijing, China) and Roche LightCycler^®^ 96 fluorescence quantification PCR instrument (Roche, Basel, Switzerland). GAPDH was amplified as internal reference and the relative expression of miRNA to GAPDH was calculated. Primers used in this study were summarized and shown in Table 1.

**TABLE 1:** MiRNA and mRNA primers for quantitative PCR analysis.

Primier name	Sequence
U6	F: GCTTCGGCAGCACATATACTAAAAT
	R: CGCTTCACGAATTTGCGTGTCAT
mmu-miR-23b-5p	RT: GTCGTATCCAGTGCAGGGTCCGAG
	GTATTCGCACTGGATACGACAAATCAGC
	F: ATGGTTCGTGCGTGGAGAGAAAGGCAGTTC
	R: GCAGGGTCCGAGGTATTC
Mmu-miR-185-5p	RT: GTCGTATCCAGTGCAGGGT
	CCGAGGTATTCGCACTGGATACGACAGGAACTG
	F: ATGGTTCGTGCGTGGAGAGAAAGGCAGTTC
	R: GCAGGGTCCGAGGTATTC
Gapdh ms	F: TGCCCCCATGTTTGTGATG
	R: TGTGGTCATGAGCCCTTCC

### Statistical Analysis

In present study, we used SPSS 20.0 as a tool for statistical analysis. The results were presented as mean ± SEM (standard error). One-way ANOVA was applied in comparison of more than two group means. *P* < 0.05 was considered as the difference was statistically significant.

## Results

### JTXK Granule Decreased Fasting Blood Glucose Level in Diabetic Mice

To investigate JTXK granule’s effect on diabetes, the fasting blood glucose (FBG) level was measured by collecting blood samples after 8 weeks’ intervention. As shown in Figure 2, the level of FBG was significantly higher in M group than J group, indicating that the JTXK granule had anti-diabetic effect in HFD induced diabetic mice.

**FIGURE 2:**
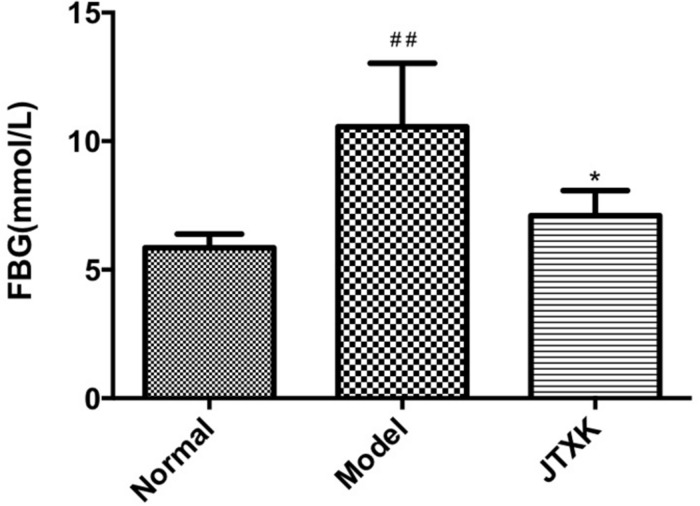
JTXK granule reduced fasting blood glucose level. Results are shown as mean ± SEM. *P < 0.05 compared with model group. ##*P* < 0.01compared with normal group. Normal group, *n* = 8; Model group, *n* = 6; JTXK group, *n* = 6.

### JTXK Granule Exerted Protective Effect on Liver Tissue in Diabetic Mice

To detect the role of JTXK granule in diabetic liver tissue, histopathologic changes in different groups were observed, as shown in Figure 3. In normal group, the hepatic lobules of liver tissue were structurally intact, and the hepatic cell cords were arranged neatly. The morphology of hepatocytes was normal, and the nuclei were located in the center of hepatocytes. However, in M group (HFD-induced diabetic mice, Model), the hepatocytes were swelling and abnormally arranged with obvious steatosis. There were lots of lipid vacuoles in the cytoplasm and ballooning degeneration of hepatocytes, as well as inflammatory cell infiltration in liver tissue (smaller cells with dark stained nuclear). In contrast, the arrangement and structure of hepatocytes from liver samples in J group were basically normal with fewer ballooning degeneration and less inflammatory cell infiltration, which supports that JTXK granule may preserve hepatocytes and histological structure of liver tissue.

**FIGURE 3:**
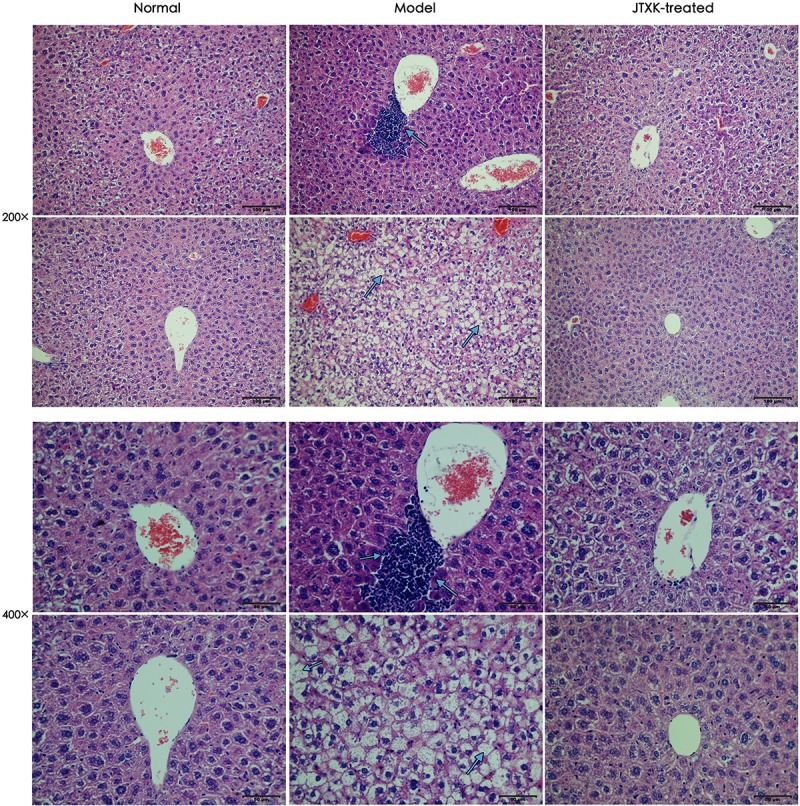
H&E Staining of hepatic tissue. Representative histology images in each group were exhibited (200, 400×). Normal: normal group, mice were fed with standard diet; Model: M group, mice were fed with 45% HFD; JTXK-treated: J group, mice were fed with 45%HFD and administrated with JTXK granule.

### JTXK Granule Administration Altered the MiRNA Expression Profile in Diabetic Mice

Using miRNA sequencing analysis, we identified 33 differentially expressed miRNAs (DEMs) in liver tissue (| log2(fold change) | >0.3, *P* < 0.05, average expression >1 in at least one group) in total, of which 5 miRNAs were upregulated and 28 miRNAs were downregulated in JTXK-treated group (Tables 2, 3). 

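Small RNA libraries were made from the liver of 3 mice of the J group and 3 mice of the M group, 1 library per mouse. All 6 libraries entered every comparison, except where a library is said to be left out. ICR mice are an outbred stock, and both groups were fed HFD for 12 weeks before 8 weeks of gavage, the J group with JTXK granule at 1.75 g/kg and the M group with sterile water. The authors filtered the sequencing reads, compared the unique reads with Rfam and miRBase, counted known and predicted miRNAs, and divided the reads of each miRNA by all miRNA reads of its library (RPM, with each library summing to 1000000). The paper's text names no genome build, no mismatch rule and no rule for reads that match several miRNAs. The table of RPM holds 1039 mature miRNAs, of which 762 have mouse names, 192 are predicted miRNAs and 85 have plant names. Every value is a whole multiple of the RPM of a single read, so the whole reads could be recovered. There were 2805177 to 4314134 miRNA reads per library in the J group (median 3582452) and 2626353 to 4295665 in the M group (median 3410933). A limit of 3 reads corresponds to 0.695 to 1.14 RPM. Intervals and limits cover counting error only, since PCR copies of a molecule were not told apart. RPM was transformed as log2(RPM + 1) and the J group was compared with the M group by limma, a linear model whose variances are moderated across miRNAs, with a variance trend. This covered the 548 miRNAs with a mean RPM above 1 in at least one group. The added 1 RPM brings the fold changes of miRNAs near the limit closer to 0. The thresholds were those of the paper, and its text names no test for the sequencing data. With 3 libraries against 3 there are 10 splits, and an exact permutation test cannot give a p below 0.1.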

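Of the 548 miRNAs tested, 29 passed the paper's thresholds, 8 higher and 21 lower in the J group. No miRNA had an adjusted p under 0.05 (Benjamini-Hochberg, smallest adjusted p = 0.42), while 29 had an unadjusted p under 0.05, where chance would give 27.4. All 33 miRNAs of Tables 2 and 3 moved in the direction listed there, and their ratios of mean RPM equalled the fold changes of the paper to 4 decimals. Of these 33 miRNAs, 19 passed the thresholds, 3 of the 5 listed as upregulated and 16 of the 28 listed as downregulated. The J and M libraries did not overlap for 32 of the 33, and for 74 of all 548 miRNAs (13.5%, where chance gives 10%). Adjusted over the list alone, 11 of the 33 had an adjusted p under 0.05 (over all 33 it ranged from 0.0253 to 0.245), which is not independent evidence because the list was chosen on these libraries. Of the 29 miRNAs, 10 are not in the tables, namely 8 mouse miRNAs, 1 predicted miRNA and 1 miRNA with a plant name. The count moved most among the tests on all 6 libraries with edgeR's quasi-likelihood test on the recovered reads, which called 45 miRNAs, 18 higher and 27 lower, 19 of them among the 29. Without M group replicate 2 it was 46, 39 of them lower in the J group. Scaling the reads by the median of ratios left 30 miRNAs but gave 17 higher and 13 lower.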

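The most abundant miRNA was mmu-miR-122-5p, from a gene on chromosome 18 (65248861 to 65248926 in the GRCm38 assembly, taken from the GENCODE annotation). It took 20.9% to 26.2% of the miRNA reads of a library, with 224136 ± 13421 RPM (SD, n = 3) in the J group and 243182 ± 16722 RPM (SD, n = 3) in the M group. mmu-miR-21a-5p followed with 152012 ± 33470 and 130315 ± 19314 RPM. mmu-miR-192-5p had 112734 ± 12286 RPM in the J group and 92939 ± 7865 RPM in the M group. mmu-miR-99a-5p had 87431 ± 6184 and 84586 ± 6010 RPM, and mmu-miR-148a-3p had 51059 ± 10798 and 62860 ± 6844 RPM, in the same order of groups. These 5 miRNAs made up 60.1% to 65.2% of the reads of each library, so a change in them moves the RPM of all others. None of the 5 passed the thresholds by limma on all 6 libraries. Of 19 alternatives set beforehand, mmu-miR-192-5p passed under 3, and mmu-miR-21a-5p and mmu-miR-148a-3p under 1 each. mmu-miR-99a-5p passed under 0 of 19, and mmu-miR-122-5p under 0 of the 18 that test it. mmu-miR-192-5p was higher in every J library than in every M library, with a log2 fold change of 0.28 (standard error 0.12, adjusted p = 0.71). mmu-miR-122-5p was lower in every J library than in every M library, with a log2 fold change of -0.12 (standard error 0.09, adjusted p = 0.71). Over the 548 miRNAs the median log2 fold change was -0.13, and it was -0.04 after median-of-ratios scaling and 0.05 after quantile normalization.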

Information including RPM, base and read length distribution of all miRNAs in this sequencing is available in the Supplementary Material (Supplementary Figures S1–S3). According to the hierarchical clustering plot and bar chart, the differentially expressed mRNAs could be well-categorized into J group and M group (Figure 4). 

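The libraries were clustered by average linkage on 1 minus the Pearson correlation of log2(RPM + 1), with each miRNA centred on its mean. On the 33 miRNAs of Tables 2 and 3, the 3 J libraries formed one branch and the 3 M libraries the other. On all 548 miRNAs tested, M group replicate 1 stood alone against the other 5 libraries, and the same was seen on the 515 miRNAs that are not in the tables. Without centring, the correlations among the other 5 libraries were 0.973 to 0.989. The principal component with the largest share held 56.5% of the variance and set M group replicate 1 apart. In this library 30 miRNAs lay at least 4-fold above every other library, against 1 miRNA in J group replicate 3 and 0 in each of the remaining libraries.

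**Figure D1:**
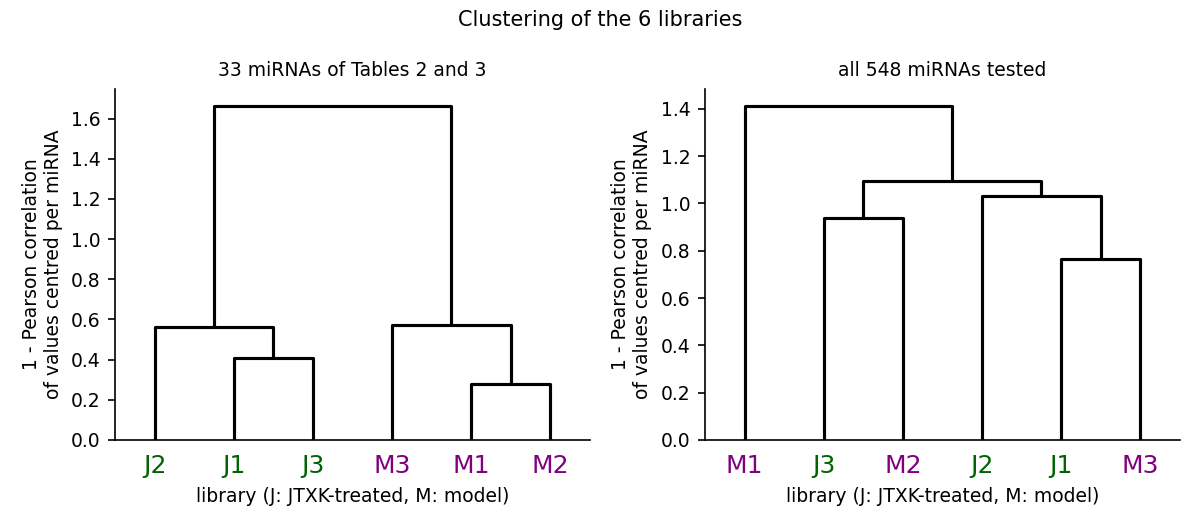
Clustering of the 6 libraries on the 33 listed miRNAs and on all 548 tested miRNAs. The vertical axis is 1 minus the Pearson correlation of values centred per miRNA, J1 to J3 are replicates 1 to 3 of the J group and M1 to M3 those of the M group. The listed miRNAs give J and M branches, and all miRNAs set M1 apart.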

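In the sequencing data, mmu-miR-23b-5p was a rare miRNA. It had 12, 12 and 10 reads in J group replicates 1, 2 and 3, and 4, 8 and 11 reads in the M group replicates. This gave 3.23 ± 0.405 RPM (SD, n = 3) in the J group and 2.14 ± 0.548 RPM (SD, n = 3) in the M group. The 95% Wilson intervals reached from 1.59 to 4.86 RPM for the lowest J library and from 1.43 to 4.59 RPM for the highest M library, so the gap between them was not detectable at this depth. The log2 fold change was 0.44 (standard error 0.31, adjusted p = 0.71 from limma) and did not pass the thresholds, here or under the 18 alternatives set beforehand that test this miRNA. A pooled permutation on RPM, chosen after the values were seen, called it. mmu-miR-185-5p, which comes from a gene in an intron of Tango2 on chromosome 16 (GRCm38, 18327401 to 18327465), had 1313 to 2505 reads per library. It was at 461 ± 53.5 RPM (SD, n = 3) in the J group and 605 ± 22.2 RPM (SD, n = 3) in the M group. Every J library lay below every M library, and the log2 fold change of -0.40 (standard error 0.18, adjusted p = 0.71) did not pass the thresholds. It passed them under 2 of 19 alternatives set beforehand and under the pooled permutation, and under quantile normalization it was -0.03.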

The upregulated mmu-miR-23b-5p and down-regulated mmu-miR-185-5p were selected for qRT-PCR validation and the results were consistent with the sequencing data (Figure 5). The difference between M group and J group was significant, indicating that JTXK granule was capable of modulating the miRNA expression profile in liver tissue of HFD-induced diabetic mice.

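Over all 548 miRNAs, the mean Pearson correlation of log2(RPM + 1) within the groups exceeded that between the groups by 0.00115. Of the 10 splits of the 6 libraries into 3 and 3, 4 gave a difference at least as large. With each library left out in turn it ranged from -0.00549 to 0.0123. It was below 0 without any of the J libraries or without M group replicate 1 (-0.00132). M group replicate 1 had a mean correlation with the other libraries of 0.9368, where the others had 0.9692 to 0.9745. Leaving out any other library changes the share of within-group and between-group pairs that hold M group replicate 1. Those shifts therefore cannot show whether the separation is stable. The 29 miRNAs past the thresholds were the most that any of the 10 splits gave, and the other splits gave 10 to 27. The split into J group and M group had no miRNA with an adjusted p under 0.05 and 29 with an unadjusted p under 0.05, and the split that joins J group replicate 2 with M group replicates 1 and 2 had 2. From the difference between the M group and the J group, the paper concludes that JTXK granule was capable of modulating the miRNA expression profile of the liver in these diabetic mice.

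**Figure D2:**
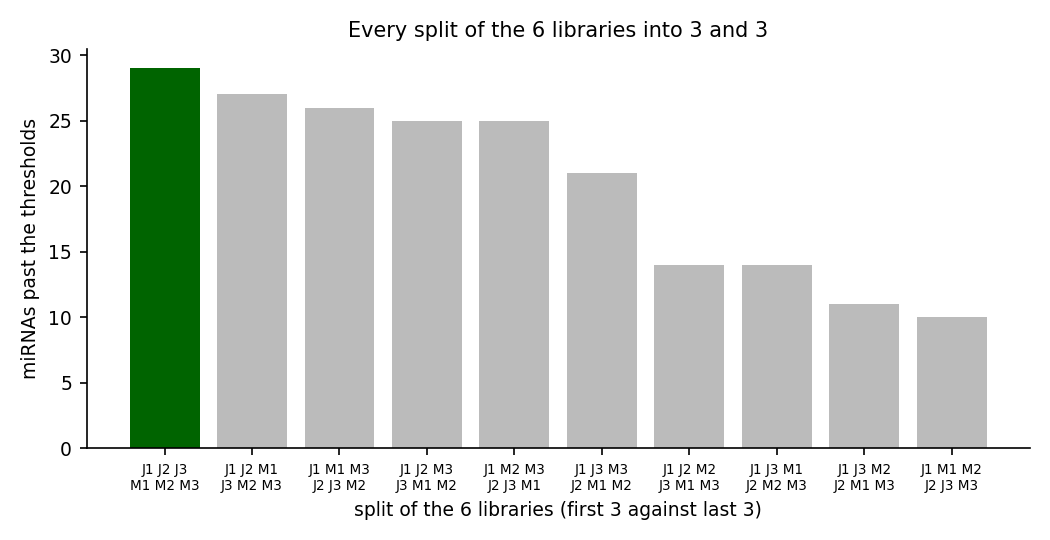
Number of miRNAs past the thresholds in each of the 10 splits of the 6 libraries into 3 and 3, with the split into J group and M group marked. That split gives 29 miRNAs and the others 10 to 27.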

**TABLE 2:** Upregulated miRNAs between diabetic and JTXK-treated mice in liver tissue.

ID	miR_name	fold_change	P_value
387225	mmu-miR-30a-5p*	1.5344	0.0102
102466970	mmu-miR-1957b*	1.6572	0.0163
100124441	mmu-miR-465c-3p*	2.6407	0.0338
387217	mmu-miR-23b-5p*	1.5081	0.0360
723895	mmu-miR-31-3p*	1.7527	0.0427

*Upregulated DEMs are listed in this table (| log2(Fold change) | > 0.3, *P* < 0.05). 

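Apart from mmu-miR-30a-5p and mmu-miR-23b-5p, the upregulated list holds 3 miRNAs. mmu-miR-31-3p, from a gene on chromosome 4 (88910557 to 88910662), had 22.4 ± 6.29 RPM (SD, n = 3) in the J group and 12.8 ± 1.13 RPM (SD, n = 3) in the M group. Its log2 fold change of 0.73 (standard error 0.30, adjusted p = 0.71) passed the thresholds, and it passed them under 10 of 19 alternatives. mmu-miR-465c-3p can come from either of 2 genes on chromosome X (66825955 to 66826035 and 66832517 to 66832597), which its reads do not tell apart. It had 8 to 15 reads in the J libraries and 2 to 6 in the M libraries, or 3.45 ± 1.20 and 1.31 ± 0.505 RPM, and its log2 fold change of 0.94 passed the thresholds. That held under 10 of 18 alternatives, 2 of them among the 6 that each leave out a library. mmu-miR-1957b, on chromosome 8 (111450200 to 111450322, opposite an exon of Wdr59), had 5.64 ± 1.03 RPM in the J group and 3.40 ± 0.131 RPM in the M group. Its log2 fold change of 0.58 did not pass, and it passed under 4 of 18 alternatives. In each of the 3, every J library lay above every M library.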

The novel microRNAs are not listed.

**TABLE 3:** Downregulated miRNAs between diabetic and JTXK-treated mice in liver tissue.

ID	miR_name	fold_change	P_value
723821	mmu-miR-199a-5p*	0.6483	0.0004
723864	mmu-miR-425-5p*	0.6212	0.0028
387210	mmu-miR-214-3p*	0.6718	0.0032
724064	mmu-miR-148b-3p*	0.6657	0.0039
387247	mmu-let-7d-5p*	0.6407	0.0047
387181	mmu-miR-186-5p*	0.5131	0.0061
723966	mmu-let-7c-5p*	0.7903	0.0071
387244	mmu-let-7a-5p*	0.6874	0.0081
387163	mmu-miR-145a-3p*	0.6626	0.0093
387180	mmu-miR-185-5p*	0.7616	0.0108
751550	mmu-miR-146b-5p*	0.3446	0.0124
751519	mmu-miR-423-5p*	0.6898	0.0178
100124452	mmu-miR-598-3p*	0.6630	0.0190
387186	mmu-miR-191-5p*	0.4280	0.0220
723897	mmu-miR-33-3p*	0.6995	0.0237
387249	mmu-let-7g-5p*	0.7338	0.0272
751545	mmu-miR-505-3p*	0.5765	0.0288
387245	mmu-let-7b-5p*	0.7833	0.0311
723909	mmu-miR-342-3p*	0.3192	0.0319
723827	mmu-miR-221-5p*	0.6531	0.0324
102467000	mmu-miR-292b-5p*	0.3451	0.0336
723944	mmu-miR-200c-3p*	0.8019	0.0348
387163	mmu-miR-145a-5p*	0.7240	0.0368
723902	mmu-miR-7a-1-3p*	0.6903	0.0372
751522	mmu-miR-495-3p*	0.2111	0.0387
723837	mmu-miR-32-5p*	0.7937	0.0474
723910	mmu-miR-351-3p*	0.6937	0.0475
723823	mmu-miR-219a-1-3p*	0.5572	0.0490

*Downregulated DEMs are listed in this form (| log2(Fold change) | > 0.3, *P* < 0.05). 

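All 28 miRNAs listed as downregulated were lower in the J group. mmu-miR-146b-5p (chromosome 19, 46342762 to 46342870, in an intron of Mfsd13a) had 121 ± 35.1 RPM (SD, n = 3) in the J group and 353 ± 91.0 RPM (SD, n = 3) in the M group, a log2 fold change of -1.54 (standard error 0.32, adjusted p = 0.42). mmu-miR-191-5p, which lies on chromosome 9 (108568319 to 108568392), had 2727 ± 474 and 6370.4 ± 1833 RPM, a log2 fold change of -1.19. mmu-miR-186-5p, in an intron of Zranb2 on chromosome 3, had 148 ± 19.3 and 288 ± 43.2 RPM (-0.96), and mmu-miR-148b-3p, in an intron of Copz1 on chromosome 15, had 5551 ± 443 and 8339 ± 680 RPM (-0.59). These 4 miRNAs passed the thresholds under all 19 alternatives. By its own adjustment, which need not cover all miRNAs tested, DESeq2 gave mmu-miR-146b-5p and mmu-miR-186-5p an adjusted p of 0.0497. Their adjusted p under the alternatives ranged from 0.0497 to 0.826. mmu-miR-342-3p, with 162 ± 93.9 and 507 ± 184.8 RPM, had a log2 fold change of -1.79, which was -1.18 without J group replicate 2.
At the low end of the list, mmu-miR-495-3p had 3, 1 and 0 reads in the J libraries and 2, 6 and 9 in the M libraries, and mmu-miR-292b-5p had 3, 1 and 1 against 2, 5 and 7. No fold is given for these because all their J libraries lie at or under 3 reads. In all, 5 of the 33 miRNAs of both tables had a mean under 10 reads.
Table 3 holds 5 members of the let-7 family, whose near-identical sequences can share reads. mmu-let-7d-5p had a log2 fold change of -0.64, mmu-let-7a-5p of -0.54, mmu-let-7g-5p of -0.44, mmu-let-7b-5p of -0.35 and mmu-let-7c-5p of -0.34. Over the 9 members tested, mmu-miR-98-5p included, the median was -0.44, and all 9 were lower in the J group. The direction of mmu-let-7e-5p (-0.14) flipped under quantile normalization (0.09), edgeR (0.04) and DESeq2 (0.04). The RPM of the family, summed, was 46076 ± 2054 (SD, n = 3) in the J group and 59777 ± 3440 (SD, n = 3) in the M group (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow).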

The novel microRNAs are not listed.

**FIGURE 4:**
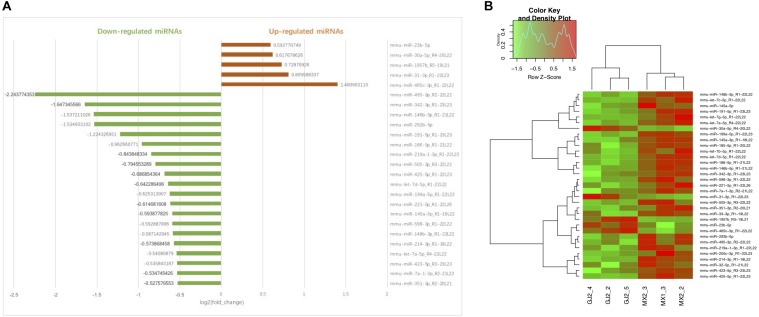
Bar chart **(A)** and Hierarchical clustering **(B)** of DEMs in Model group and JTXK-treated group. **(A)** The abscissa of bar chart is log2(fold change) of DEMs. Red bars represent miRNAs significantly increased in JTXK-treated group, while the green bars represent the downregulated miRNAs (only the top 20 was illustrated). **(B)** Hierarchical clustering was generated according to the expression levels of miRNA, and a total of six samples were taken from either J group (JTXK-treated group) or M group (Model group). Green, significantly decreased; Red significantly increased.

**FIGURE 5:**
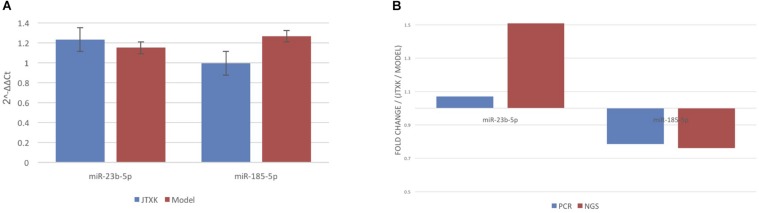
qRT-PCR validation for miRNA sequencing data. **(A)** Comparison of mmu-miR-23b-5p and mmu-miR-185-5p data between two groups. **(B)** Comparison between qRT-PCR and microarray analyses for both mmu-miR-23b-5p and mmu-miR185-5p. Results from these two analyses showed consistency.

### Target Gene Prediction and Co-expression Network of Differentially Expressed MiRNAs

In order to identify target genes of DEMs, MiRanda and RNAhybrid were used for target genes prediction, and the intersection of the prediction was considered as the final result. In total, 798 upregulated miRNAs and 3229 downregulated miRNAs were identified. One miRNA was able to target multiple genes, while a single gene was also related to multiple miRNAs. In this way, several relevant miRNAs can construct a network to connect the key genes in a signaling pathway. In present study, in order to better understand the underlying mechanism of JTXK granule, we chose five representative miRNAs to build up the network (Figure 6). Among these five DEMs, two were upregulated (mmu-miR-30a-5p and mmu-miR-23b-5p) and three were downregulated (mmu-miR-199a-5p, mmu-miR-425-5p, mmu-miR-214-3p). 

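mmu-miR-30a-5p comes from Mir30a on chromosome 1 (GRCm38, 23272269 to 23272339). It had 45276 ± 6023 RPM (SD, n = 3) in the J group and 29507 ± 1741 RPM (SD, n = 3) in the M group, a log2 fold change of 0.61 (standard error 0.13, adjusted p = 0.42 from limma). The other arm of its hairpin, mmu-miR-30a-3p, had 915 ± 120 and 745 ± 33.0 RPM, a log2 fold change of 0.29. The gene of mmu-miR-23b-5p lies on chromosome 13 (63300484 to 63300557) in an intron of 2010111I01Rik. Its other arm, mmu-miR-23b-3p, was far more abundant, with 2046 ± 241 RPM in the J group and 2009 ± 640.5 RPM in the M group, a log2 fold change of 0.08. mmu-miR-199a-5p is made from Mir199a-2 on chromosome 1 (162217814 to 162217923) and Mir199a-1 on chromosome 9 (21496495 to 21496564), which its reads do not tell apart. It had 675 ± 43.8 and 1040.5 ± 42.8 RPM, a log2 fold change of -0.63 (standard error 0.16, adjusted p = 0.43). Mir425, on chromosome 9 (108568777 to 108568861), lies in the same long noncoding RNA, 4833445I07Rik, as the gene of mmu-miR-191-5p. mmu-miR-425-5p had 57.5 ± 1.60 and 92.5 ± 8.92 RPM, a log2 fold change of -0.67 (standard error 0.21, adjusted p = 0.64). Mir214 (chromosome 1, 162223368 to 162223477) shares the noncoding RNA Dnm3os with Mir199a-2. mmu-miR-214-3p had 20.5 ± 1.12 and 30.6 ± 2.40 RPM, a log2 fold change of -0.55 (standard error 0.23, adjusted p = 0.71). Each of the 5 miRNAs had J libraries wholly on one side of the M libraries, and all but mmu-miR-23b-5p passed the thresholds. mmu-miR-30a-5p, mmu-miR-199a-5p and mmu-miR-425-5p did so under 18 of 19 alternatives and mmu-miR-214-3p under 5 of 19.

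**Figure D3:**
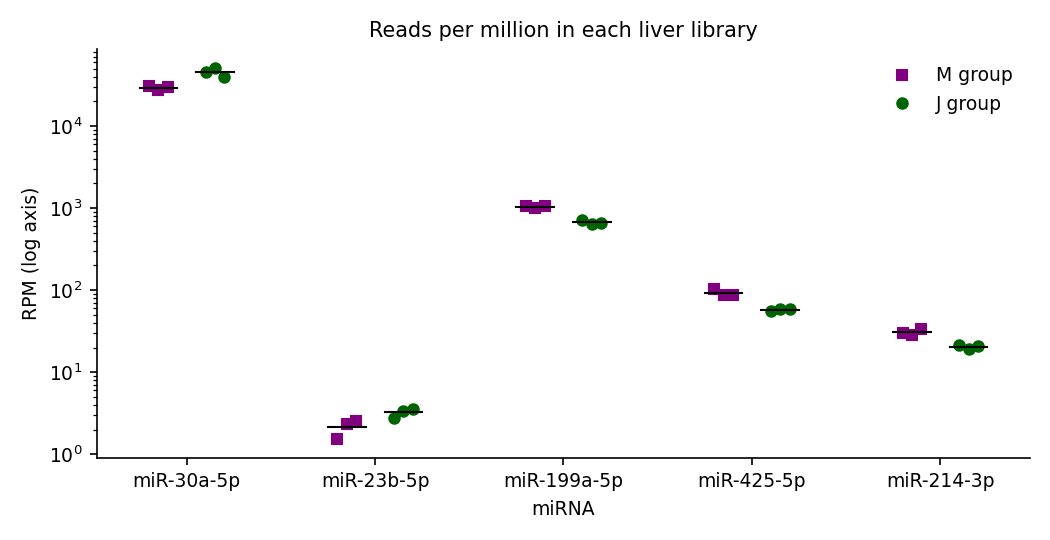
RPM of the 5 miRNAs in each library of the J group and the M group, on a log axis, with a line at the mean of each group. The J libraries lie above the M libraries for mmu-miR-30a-5p and mmu-miR-23b-5p and below them for the other 3.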

The upregulated miRNA mmu-miR-30a-5p was associated with three mRNAs, and mmu-miR-23b-5p linked to 13 mRNAs. Meanwhile, the downregulated miRNAs, including mmu-miR-199a-5p, mmu-miR-425-5p and mmu-miR-214-3p, were associated with 17, 3, and 9 mRNAs, respectively.

**FIGURE 6:**
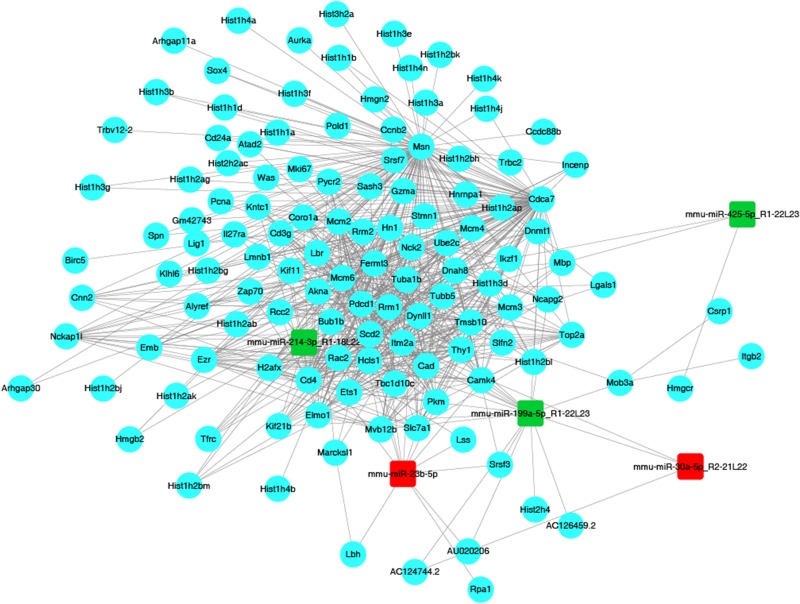
The miRNA–mRNA network. Red nodes represent upregulated miRNAs (miR-23b, miR-30a), while green nodes represent downregulated miRNAs (miR-199a, miR-214, miR-425). Blue dots represent mRNAs, while gray solid lines illustrate correlations between miRNAs and mRNAs.

### Gene Ontology (GO) Enrichment Analysis

Gene ontology (GO) analysis is a well-known gene function classification system, which can be used to describe the features of genes and its products in organisms. GO enrichment analysis of target genes was shown in Figure 7. To be more specific, Chart A represented target gene number and their functional terms of upregulated miRNAs, and chart B showed the target gene number and functional terms of downregulated miRNAs. All the terms were categorized into biological process (BP), cellular component (CC), and molecular function (MF). As shown in Figure 6, biological regulation (BP), cell (CC) and binding (MF) were the mostly enriched terms of upregulated miRNAs. Meanwhile, the down-regulated miRNAs were mainly enriched in biological regulation (BP), cell and cell part (CC), and binding (MF).

**FIGURE 7:**
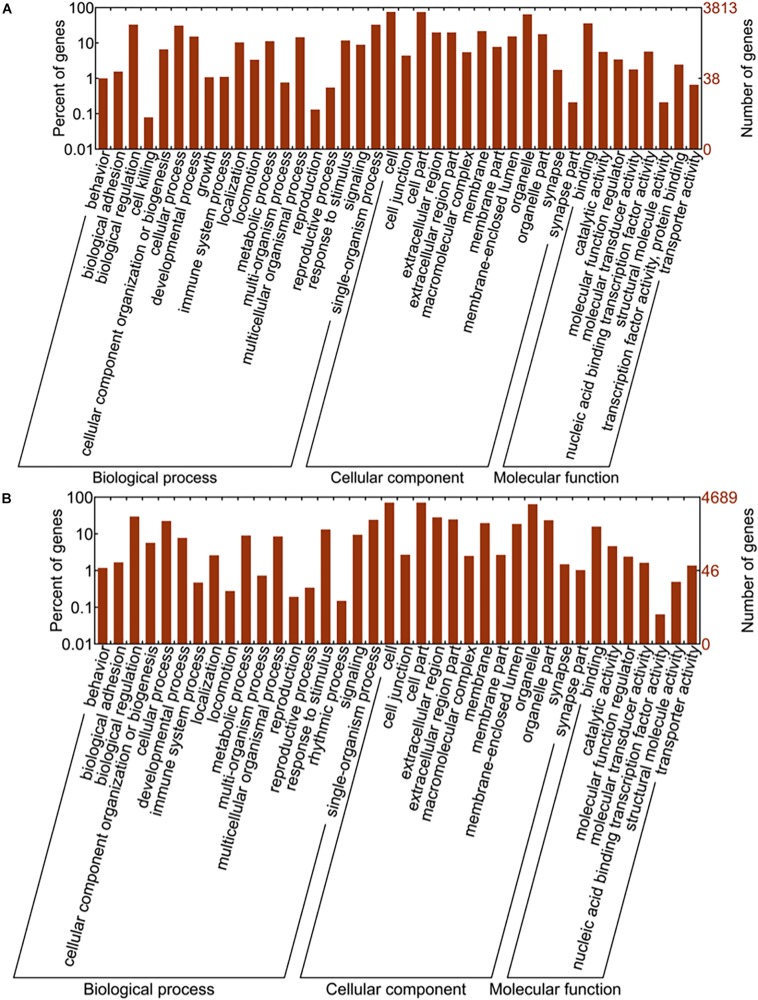
GO enrichment analysis results. Image **(A)** represents the gene number and GO terms of upregulated miRNAs while the image **(B)** shows the results from downregulated miRNAs. The abscissa is GO classification which includes biological process, cellular component and molecular function, the secondary function of GO. The ordinate on the left side is the percentage of target genes, while on the right side is the number of target genes.

### Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathway Analysis

KEGG enrichment analysis, presented in the form of KEGG terms, could identify the vital biochemical metabolic pathways as well as cellular signaling transduction pathways in which differentially expressed genes (DEGs) participate. In this study, there were 17 upregulated pathways and 41 downregulated pathways in J group compared with M group. The pathways obtained by enrichment analysis were illustrated by bubble diagram (Figure 8). If more than 30 pathways revealed, only the first 30 pathways were included for plotting. According to KEGG enrichment analysis, we confirmed that insulin signaling was significantly upregulated while Ras signaling was inhibited (Figure 9).

**FIGURE 8:**
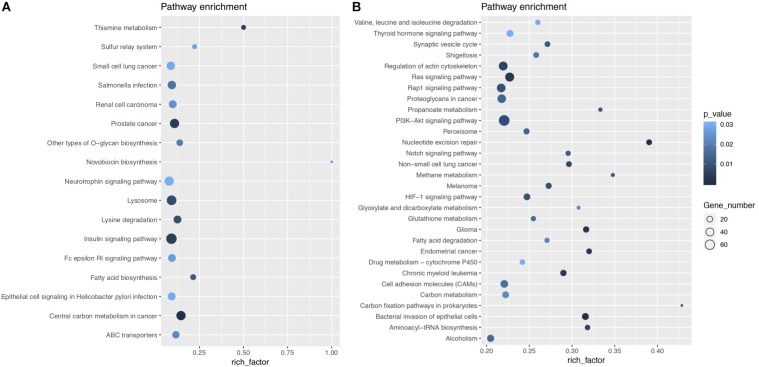
KEGG enrichment bubble diagram. **(A)** Shows the enrichment analysis of upregulated pathways, while **(B)** shows the results of downregulated pathways. The abscissa is the enrichment factor (the number of differentially enriched target genes of microRNAs/the number of background genes of the pathway). The ordinate is the description of the corresponding pathway. The bubble size is the number of differentially enriched genes, and the bubble color represents the *P*-value of the enrichment significance.

**FIGURE 9:**
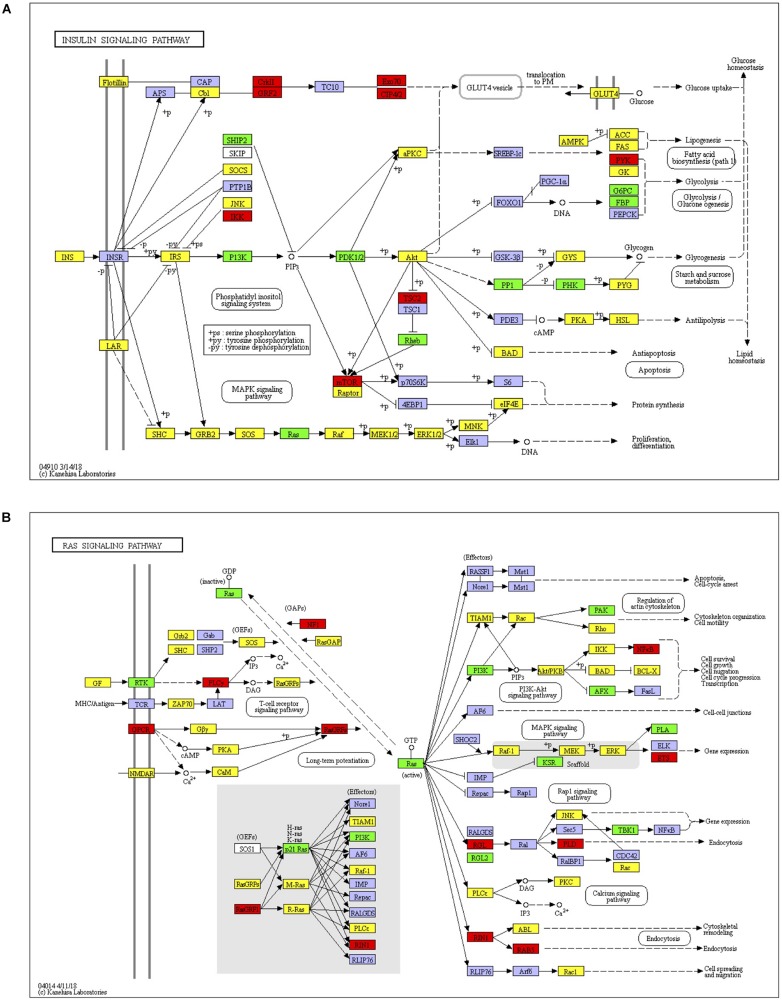
Insulin signaling and Ras signaling pathways. **(A)** Identified insulin signaling. Red, target genes of up-regulated miRNA; Green, target genes of down-regulated miRNA; Yellow, target genes of both up and down regulated miRNAs. **(B)** Identified Ras signaling. Red, target genes of up-regulated miRNA; Green, target genes of down-regulated miRNA; Yellow, target genes of both up and down regulated miRNAs.

## Discussion

Diabetes mellitus is a complex metabolic disease, which is affected by both genetic and environmental factors (American Diabetes Association [ADA], 2019). Diabetes can cause dysfunction and destruction in a variety of tissues and organs, eventually leading to different diabetic complications. Liver is an important organ in the process of glycolipid metabolism, and it is also one of the peripheral target tissues of insulin (Dongiovanni et al., 2016). Diabetes or insulin resistance causes excessive accumulation of lipids in liver, abnormal glycogen synthesis and gluconeogenesis, resulting in fatty liver and abnormal glycolipid levels (Garcia-Compean et al., 2009; Sun and Lazar, 2013; Rines et al., 2016). High fat diet induced metabolic disorder will lead to insulin resistance and hyperglycemia. And the ascending of blood glucose level is usually mild, which could be taken as early diabetes (Peyot et al., 2010; Kleinert et al., 2018). Our previous studies demonstrated that JTXK granules can effectively regulate blood glucose and lipid levels, protect islet β-cells, promote insulin secretion, and improve insulin sensitivity. In this study, we found that JTXK granules exert protective effect on liver tissue as well. In order to elucidate the mechanism of this protective effect, we explored the effect of JTXK granules on miRNA profile in hepatic tissue of diabetic mice by miRNA sequencing.

Substantial studies have confirmed that miRNAs exert critical impact on the pathogenesis of obesity, insulin resistance, and diabetes mellitus (Chakraborty et al., 2014; Brandao et al., 2017; Castano et al., 2018). MicroRNAs regulate their target genes and have a great effect on different cellular processes and signaling pathways. Because the changes of miRNAs are earlier than target genes and their expressions are tissue-specific, they are suitable to serve as biomarkers for the diagnosis and treatment of certain diseases (Sud et al., 2017). In this study, JTXK granules significantly affected 33 microRNAs, 5 of which were upregulated and 28 were downregulated. Plenty of differentially expressed genes were obtained by associating with differentially expressed miRNAs. Our results suggested that there were 798 target genes of upregulated miRNAs and 3229 genes of downregulated miRNAs. Through sequencing analysis, we preliminary discovered the action of JTXK granule in regulating miRNA and mRNA expression in diabetic liver. The differentially expressed miRNAs and mRNAs form an interacting feedback network through a series of signal transductions and protein regulations, resulting in the protection of liver physiological structure and modulation of glucose metabolism. To further clarify the key molecular mechanism of JTXK granules, we selected 5 most significantly expressed DEMs (miR-23b, miR-30a, miR-199a, miR-214, miR-425) to construct a miRNA–mRNA co-expression network.

MiR-23b is a microRNA related to immune response. It can inhibit the inflammatory response induced by IL-17, TNF-α or IL-1β, block nuclear Factor-Kappa-B (NF-κB) signaling, and reduce the expression of inflammatory factors. It can also block Ras/mitogen-activated protein kinase (MAPK) signal transduction via targeting G3BP2 in Ras signaling network (Zhao et al., 2016; Wang et al., 2018). In this study, the expression of miR-23b was upregulated, which inhibited the inflammatory response in liver tissue. MiR-30a expression was also increased after treatment with JTXK granule. MiR-30a is known to be actively involved in insulin signaling and is recognized as one of the potential signature miRNAs in diabetes (Karolina et al., 2011). One study showed that miR-30a suppressed Ras/Raf/MEK/ERK signal transduction and thus delayed the progression of HC (Zhou et al., 2017). In fact, approximately 80% of HC are closely related to inflammation (Nakamura et al., 2018). This is due to inflammation stimulated reactive oxygen species over production (Lucy et al., 2014), which may lead to DNA damage and oncogene mutation (Coussens and Werb, 2002; Alessandro et al., 2010). The authors believe that the blockade of Ras signal is mainly associated with the high expression of miR-30a. Furthermore, Li et al. (2018) claimed that miR-199a decreased insulin sensitivity in liver tissue, which was mainly related to the inhibition of autophagy mediated by autophagy-related protein 14 (Atg14). Convincing evidences have demonstrated that autophagy as a regulator of immunity response can inhibit inflammatory reactions (Yang et al., 2013), and is suppressed under the circumstance of insulin resistance and hyperinsulinemia. Therefore, it is obvious that defective autophagy may cause inflammation activation and accelerate the progression of insulin resistance and diabetes (Hui-Yu et al., 2009; Yang et al., 2010). In addition, miR-425 has been shown to be upregulated in liver tissue of HFD-induced obese mice. On the one hand, mir-425 impairs insulin/PI3K/AKT signal transduction; on the other hand, this miRNA is actively involved in the inflammatory response mediated by NF-κB (Kwon et al., 2014; Arora et al., 2016). MiR-214 had been demonstrated to aggravate insulin resistance by inhibiting Akt and Rock1 expression, which indicated its negative impact on insulin signaling (Honardoost et al., 2018). Moreover, NF-κB can promote the expression of miR-214, while the latter can inhibit the expressions of anti-inflammatory factors and promote the release of inflammatory factors such as TNF-α and IL-6, thus aggravating the inflammatory response (Zhao et al., 2015). In the present study, JTXK granules upregulated the expressions of miR-23b, miR-30a, as well as downregulated the expressions of miR-199a, miR-425 and miR-125, which together can improve insulin signaling as well as inhibit Ras signaling. These results provide a strong proof that JTXK granule showed anti-diabetic effect through regulation of these potential targets, which are all closely related to insulin resistance and inflammation.

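The miR-125 members with a mean RPM above 1 in a group included mmu-miR-125a-5p, from a gene on chromosome 17 (GRCm38, 17830812 to 17830879), and mmu-miR-125b-5p, from genes on chromosomes 16 and 9. mmu-miR-125a-5p had 642 ± 160 RPM (SD, n = 3) in the J group and 653 ± 149 RPM (SD, n = 3) in the M group, a log2 fold change of -0.03 (standard error 0.27, adjusted p = 0.97 from limma). mmu-miR-125b-5p had 2062 ± 716 and 1945 ± 503 RPM, a log2 fold change of 0.05 (standard error 0.31, adjusted p = 0.97). For both, the difference was smaller than the spread between libraries. With a library left out, the log2 fold change of mmu-miR-125a-5p ranged from -0.20 to 0.17 and that of mmu-miR-125b-5p from -0.19 to 0.35. Median-of-ratios scaling (0.07), quantile normalization (0.27), edgeR (0.05) and DESeq2 (0.06) put mmu-miR-125a-5p above 0. The other arms, mmu-miR-125a-3p (-0.30), mmu-miR-125b-1-3p (-0.14) and mmu-miR-125b-2-3p (0.06), did not pass the thresholds either. The paper's network has miR-214 where the text above names miR-125, and which of them was meant cannot be told.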

KEGG analysis showed that JTXK granules improved insulin signaling and inhibited Ras signaling pathway. Insulin signaling is of great significance in glucose metabolism and is rather complicated since it involves many important process such as β-cell development, insulin secretion, downstream signal conduction, and so on. Representative genes or mRNAs include insulin, IRS1, PI3K, Akt, etc. Studies have shown that many miRNAs are capable of modulating protein cascades in insulin signaling, thereby exerting important effect in diabetes (Chakraborty et al., 2014). Ras is a small GTPase that plays an important part in cell growth, proliferation as well as differentiation. After Ras activation, signal can be transmitted downstream via Ras/Raf/MEK/ERK pathway to regulate the expression of various genes and proteins. Ras signal also interacts with insulin and PI3K signal pathway (Chuang et al., 1994; Yonezawa et al., 1994), making it important in cellular metabolism. Experimental data show that inhibition of Ras signal enhances insulin sensitivity and glucose uptake (Mor et al., 2011). Other studies also showed that Ras is closely related to several diabetic complications such as diabetic nephropathy, diabetic erectile dysfunction and diabetic retinopathy, which suggest that Ras signal contributes to the pathogenesis of diabetic complications (Carney, 2016; Fu et al., 2018; Zhang et al., 2018). In addition, Ras signal is able to activate NF-κB signaling pathway, which is considered to promote inflammatory reaction and eventually contribute to hyperglycemia and various diabetic complications (Mcclelland and Phillip, 2014). Taken together, crosstalk among this miRNA–mRNA network played an important role in regulation of insulin and Ras signaling, which shed light on JTXK granule’s anti-diabetic effect.

## Conclusion

Our study first suggests that JTXK granule exerts anti-diabetic effect in liver tissue of diabetic mice through multiple molecular targets and signaling pathways by modulating miRNA–mRNA expression profile, especially associated with insulin and Ras signaling. This study improved our understanding on the molecular mechanism of this classic Chinese herbal formula in the management of type 2 diabetes. Meanwhile, miRNAs highlighted in this study may serve as potential biomarkers of diabetes which are useful for diagnosis, prognostic and pharmaceutical design.

## Data Availability Statement

The data generated for this study can be found in the Gene Expression Omnibus (GEO) database using accession number GSE145234.

## Ethics Statement

The animal study was reviewed and approved by the Animal Care Committee of Beijing University of Chinese Medicine.

## Author Contributions

FM, GJ, and SG designed the study. YB and JH prepared all samples for analysis. DZ, YZ, and RD collected and analyzed the data. YB, XB, DG, WH, NY, and FM interpreted the results and wrote the manuscript. All authors gave final approval for publication.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] AlessandroF.FlorianaM.ConcettaT.FortunatoC.CarmelaL. (2010). Chronic inflammation and oxidative stress in human carcinogenesis. *Int. J. Cancer* 121 2381–2386. 10.1002/ijc.23192 17893868

[B2] American Diabetes Association [ADA] (2019). 2. Classification and diagnosis of diabetes: standards of medical care in diabetes-2019. *Diabetes Care* 42(Suppl. 1), S13–S28. 10.2337/dc19-S002 30559228

[B3] AroraP.WuC.HamidT.AroraG.AghaO.AllenK. (2016). Acute metabolic influences on the natriuretic peptide system in humans. *J. Am. Collog. Cardiol.* 67 804–812. 10.1016/j.jacc.2015.11.049 26892417PMC4941828

[B4] BrandaoB. B.GuerraB. A.MoriM. A. (2017). Shortcuts to a functional adipose tissue: the role of small non-coding RNAs. *Redox Biol.* 12 82–102. 10.1016/j.redox.2017.01.020 28214707PMC5312655

[B5] CarneyE. F. (2016). Diabetic nephropathy: MiR-23b protects against fibrosis in diabetic nephropathy. *Nat. Rev. Nephrol.* 12:197. 10.1038/nrneph.2016.22 26898629

[B6] CastanoC.KalkoS.NovialsA.ParrizasM. (2018). Obesity-associated exosomal miRNAs modulate glucose and lipid metabolism in mice. *Proc. Natl. Acad. Sci. U.S.A.* 115 12158–12163. 10.1073/pnas.1808855115 30429322PMC6275521

[B7] ChakrabortyC.DossC. G.BandyopadhyayS.AgoramoorthyG. (2014). Influence of miRNA in insulin signaling pathway and insulin resistance: micro-molecules with a major role in type-2 diabetes. *Wiley Interdiscip. Rev. RNA* 5 697–712. 10.1002/wrna.1240 24944010

[B8] ChoN. H.ShawJ. E.KarurangaS.HuangY.da Rocha FernandesJ. D.OhlroggeA. W. (2018). IDF Diabetes Atlas: global estimates of diabetes prevalence for 2017 and projections for 2045. *Diabetes. Res. Clin. Pract.* 138 271–281. 10.1016/j.diabres.2018.02.023 29496507

[B9] ChuangL. M.HausdorffS. F.MyersM. G.Jr.WhiteM. F.BirnbaumM. J.KahnC. R. (1994). Interactive roles of Ras, insulin receptor substrate-1, and proteins with Src homology-2 domains in insulin signaling in *Xenopus oocytes*. *J. Biol. Chem.* 269 27645–27649.7961682

[B10] CoussensL. M.WerbZ. (2002). The role of inflammation and liver cancer. *Nature* 420 860–867. 10.1007/978-3-0348-0837-8_16 12490959PMC2803035

[B11] DongiovanniP.RamettaR.MeroniM.ValentiL. (2016). The role of insulin resistance in nonalcoholic steatohepatitis and liver disease development–a potential therapeutic target? *Expert Rev. Gastroenterol. Hepatol.* 10 229–242. 10.1586/17474124.2016.1110018 26641143

[B12] ForbesJ. M.CooperM. E. (2013). Mechanisms of diabetic complications. *Physiol. Rev.* 93 137–188. 10.1152/physrev.00045.2011 23303908

[B13] FuC. J.LingY. J.YanJ. C.ZhaoH. Q.QinY. H. (2018). Effect of Shuangdan Mingmu capsule on the Ras-Raf-1-MEK-ERK pathway in retinal tissue in rats with diabetic retinopathy. *J. Hum. Univ. Chin. Med.* 38 728–731. 10.3969/j.issn.1674-070X.2018.07.003

[B14] FukudaT.HamaguchiM.KojimaT.HashimotoY.OhboraA.KatoT. (2016). The impact of non-alcoholic fatty liver disease on incident type 2 diabetes mellitus in non-overweight individuals. *Liver Int.* 36 275–283. 10.1111/liv.12912 26176710

[B15] Garcia-CompeanD.Jaquez-QuintanaJ. O.Gonzalez-GonzalezJ. A.Maldonado-GarzaH. (2009). Liver cirrhosis and diabetes: risk factors, pathophysiology, clinical implications and management. *World J. Gastroenterol.* 15 280–288. 10.3748/wjg.15.280 19140227PMC2653324

[B16] HonardoostM.KeramatiF.ArefianE.Mohammadi YeganehS.SoleimaniM. (2018). Network of three specific microRNAs influence type 2 diabetes through inducing insulin resistance in muscle cell lines. *J. Cell Biochem.* [Epub ahead of print]10.1002/jcb.2738130368872

[B17] Hui-YuL.JianminH.CaoS. Y.TaoH.DegenZ.JianboS. (2009). Hepatic autophagy is suppressed in the presence of insulin resistance and hyperinsulinemia: inhibition of FoxO1-dependent expression of key autophagy genes by insulin. *J. Biol. Chem.* 284 31484–31492. 10.1074/jbc.M109.033936 19758991PMC2781544

[B18] IacominoG.SianiA. (2017). Role of microRNAs in obesity and obesity-related diseases. *Genes Nutr.* 12:23. 10.1186/s12263-017-0577-z 28974990PMC5613467

[B19] KarolinaD. S.ArmugamA.TavintharanS.WongM. T.LimS. C.SumC. F. (2011). MicroRNA 144 impairs insulin signaling by inhibiting the expression of insulin receptor substrate 1 in type 2 diabetes mellitus. *PLoS One* 6:e22839. 10.1371/journal.pone.0022839 21829658PMC3148231

[B20] KasinskiA. L.SlackF. J. (2010). Potential microRNA therapies targeting Ras, NFkappaB and p53 signaling. *Curr. Opin. Mol. Ther.* 12 147–157.20373258

[B21] KleinertM.ClemmensenC.HofmannS. M.MooreM. C.RennerS.WoodsS. C. (2018). Animal models of obesity and diabetes mellitus. *Nat. Rev. Endocrinol.* 14 140–162. 10.1038/nrendo.2017.161 29348476

[B22] KwonD. N.ChangB. S.KimJ. H. (2014). MicroRNA dysregulation in liver and pancreas of CMP-Neu5Ac hydroxylase null mice disrupts insulin/PI3K-AKT signaling. *Biomed. Res. Int.* 2014:236385. 10.1155/2014/236385 25243123PMC4163447

[B23] LiB.WuX. S.ChenH. B.ZhuangC. L.ZhangZ. G.YaoS. S. (2018). miR199a-5p inhibits hepatic insulin sensitivity via suppression of ATG14-mediated autophagy. *Cell Death Dis.* 9:405 10.1038/s41419-018-0439-437PMC585198729540751

[B24] LiuM.WangJ.ZengJ.CaoX.HeY. (2017). Association of NAFLD with diabetes and the impact of BMI changes: a 5-year cohort study based on 18,507 elderly. *J. Clin. Endocrinol. Metab.* 102:1309. 10.1210/jc.2016-3440 28324002

[B25] LucyB. R.KarinW.HarmD. W.BehiyeO.AdriV. O.FernandoS. (2014). Decreased serum level of miR-146a as sign of chronic inflammation in type 2 diabetic patients. *PLoS One* 9:e115209. 10.1371/journal.pone.0115209 25500583PMC4264887

[B26] ManriqueC.LastraG.SowersJ. R. (2014). New insights into insulin action and resistance in the vasculature. *Ann. N. Y. Acad. Sci.* 1311 138–150. 10.1111/nyas.12395 24650277PMC3989838

[B27] McclellandA. D.PhillipK. (2014). microRNA in the development of diabetic complications. *Clin. Sci.* 126 95–110. 10.1042/CS20130079 24059587

[B28] MoF. F.AnT.ZhangZ. J.LiuY. F.LiuH. X.PanY. Y. (2017). Jiang Tang Xiao Ke granule play an anti-diabetic role in diabetic mice pancreatic tissue by regulating the mRNAs and MicroRNAs associated with PI3K-Akt signaling pathway. *Front. Pharmacol.* 8:795 10.3389/fphar.2017.00795PMC567197929163176

[B29] MorA.AizmanE.GeorgeJ.KloogY. (2011). Ras inhibition induces insulin sensitivity and glucose uptake. *PLoS One* 6:e21712. 10.1371/journal.pone.0021712 21738773PMC3126849

[B30] NakamuraN.TatsuoK.HitomiN.ShunichiM.TadatoshiT.MasahikoS. (2018). Persistent hepatic inflammation plays a role in hepatocellular carcinoma after sustained virological response in patients with HCV infection. *Int. J. Med. Sci.* 15 466–474. 10.7150/ijms.23147 29559835PMC5859769

[B31] PeyotM. L.PepinE.LamontagneJ.LatourM. G.ZarroukiB.LussierR. (2010). Beta-cell failure in diet-induced obese mice stratified according to body weight gain: secretory dysfunction and altered islet lipid metabolism without steatosis or reduced beta-cell mass. *Diabetes Metab. Res. Rev.* 59 2178–2187. 10.2337/db09-1452 20547980PMC2927940

[B32] RinesA. K.SharabiK.TavaresC. D.PuigserverP. (2016). Targeting hepatic glucose metabolism in the treatment of type 2 diabetes. *Nat. Rev. Drug Discov.* 15 786–804. 10.1038/nrd.2016.151 27516169PMC5751421

[B33] ShuklaG. C.SinghJ.BarikS. (2011). MicroRNAs: processing, maturation, target recognition and regulatory functions. *Mol. Cell Pharmacol.* 3 83–92.22468167PMC3315687

[B34] SudN.ZhangH.PanK.ChengX.CuiJ.SuQ. (2017). Aberrant expression of microRNA induced by high-fructose diet: implications in the pathogenesis of hyperlipidemia and hepatic insulin resistance. *J. Nutr. Biochem.* 43:125. 10.1016/j.jnutbio.2017.02.003 28284064PMC5406276

[B35] SunZ.LazarM. A. (2013). Dissociating fatty liver and diabetes. *Trends Endocrinol. Metab.* 24 4–12. 10.1016/j.tem.2012.09.005 23043895PMC3532558

[B36] TianW.ChenL.ZhangL.WangB.LiX. B.FanK. R. (2017). Effects of ginsenoside Rg1 on glucose metabolism and liver injury in streptozotocin-induced type 2 diabetic rats. *Genet. Mol. Res.* 16: gmr16019463. 10.4238/gmr16019463 28362999

[B37] WangW.WangY.LiuW.van WijnenA. J. (2018). Regulation and biological roles of the multifaceted miRNA-23b (MIR23B). *Gene* 642 103–109. 10.1016/j.gene.2017.10.085 29101066

[B38] WilczynskaA.BushellM. (2015). The complexity of miRNA-mediated repression. *Cell Death Differ.* 22 22–33. 10.1038/cdd.2014.112 25190144PMC4262769

[B39] YangL.LiP.FuS.CalayE. S.HotamisligilG. S. (2010). Defective Hepatic Autophagy in Obesity Promotes ER Stress and Causes Insulin Resistance. *Cell Metab.* 11 467–478. 10.1016/j.cmet.2010.04.005 20519119PMC2881480

[B40] YangW.Yan-BoL.Jia-JingY.YingW.Li-BoZ.Guang-YingX. (2013). Autophagy regulates inflammation following oxidative injury in diabetes. *Autophagy* 9 272–277. 10.4161/auto.23628 23343748PMC3590249

[B41] YiZ.MuQ.NaY.ZhaoD.ZuoJ.HongA. (2016). Effect of Jiangtang Xiaoke Granule on hepatic function and oxidative stress in type 2 Diabetic KKAy mice. *World Chin. Med.* 34 2626–2629.

[B42] YonezawaK.AndoA.KaburagiY.Yamamoto-HondaR.KitamuraT.HaraK. (1994). Signal transduction pathways from insulin receptors to Ras. Analysis by mutant insulin receptors. *J. Biol. Chem.* 269 4634–4640.7508445

[B43] YuN.FangX.ZhaoD. D.MuQ. Q.ZuoJ. C.MaY. (2017). Anti-Diabetic Effects of Jiang Tang Xiao Ke Granule via PI3K/Akt Signalling Pathway in Type 2 Diabetes KKAy Mice. *PLoS One* 12:e0168980. 10.1371/journal.pone.0168980 28045971PMC5207690

[B44] ZhangZ.ZhangH. Y.ZhangY.LiH. (2018). Inactivation of the Ras/MAPK/PPARgamma signaling axis alleviates diabetic mellitus-induced erectile dysfunction through suppression of corpus cavernosal endothelial cell apoptosis by inhibiting HMGCS2 expression. *Endocrine* 63 615–631. 10.1007/s12020-018-1810-181230460485

[B45] ZhaoB.LiH.LiuJ.HanP.ZhangC.BaiH. (2016). MicroRNA-23b targets Ras GTPase-Activating Protein SH3 domain-binding protein 2 to alleviate Fibrosis and Albuminuria in Diabetic Nephropathy. *J. Am. Soc. Nephrol.* 27:ASN.2015030300. 10.1681/ASN.2015030300 26839366PMC5004638

[B46] ZhaoD. D.YuN.LiX. K.FangX.MuQ.QinP. J. (2014). Antidiabetic and Antioxidative Effect of Jiang Tang Xiao Ke Granule in High-Fat Diet and Low-Dose Streptozotocin Induced Diabetic Rats. *Evid. Based Complement. Alternat. Med.* 2014:475192. 10.1155/2014/475192 25089145PMC4095829

[B47] ZhaoL.LiuY. W.YangT.GanL.YangN.DaiS. S. (2015). The mutual regulation between miR-214 and A2AR signaling plays an important role in inflammatory response. *Cell. Signal.* 27 2026–2034. 10.1016/j.cellsig.2015.07.007 26171727

[B48] ZhijunW.JeffreyW.PatrickC. (2013). Treating type 2 diabetes mellitus with traditional chinese and Indian medicinal herbs. *Evid. Based Complement. Alternat. Med.* 2013:343594.10.1155/2013/343594PMC366210923737828

[B49] ZhouK.LuoX.WangY.CaoD.SunG. (2017). MicroRNA-30a suppresses tumor progression by blocking Ras/Raf/MEK/ERK signaling pathway in hepatocellular carcinoma. *Biomed. Pharmacother.* 93 1025–1032. 10.1016/j.biopha.2017.07.029 28732393

How the deposited data were processed for this re-analysis (not part of the article)

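Liver miRNA was sequenced in 3 mice of the J group and 3 mice of the M group, and the groups were taken from the labels of the libraries. The authors made small RNA libraries, filtered the reads, compared unique reads with Rfam and miRBase, counted known and predicted miRNAs and computed RPM as the reads of a miRNA over all miRNA reads of the library, with the libraries kept apart. RPM is the unit of all 6 columns. Each column sums to 1000000 and all values are whole multiples of the RPM of a single read (0.232 to 0.381 RPM), from which the whole reads were recovered. The reads per library were 4314134, 3582452 and 2805177 in J group replicates 1 to 3 and 2626353, 3410933 and 4295665 in M group replicates 1 to 3. Of the 548 miRNAs tested, 229 had fewer than 10 reads in some library. Each mature miRNA has a single entry, so no entries had to be summed.

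The J group was compared with the M group by limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a variance trend, two-sided) on log2(RPM + 1), over the miRNAs with a mean RPM above 1 in at least one group. The counts are of miRNAs with an absolute log2 fold change above 0.3 and an unadjusted p under 0.05, the thresholds of the paper. Adjusted p of the limma fit are Benjamini-Hochberg values over all 548 miRNAs. Each alternative adjusts over the miRNAs it tests. DESeq2 uses its own adjustment, which can leave out miRNAs that it filters, so its values need not cover all 548. The 3 libraries of a group are different mice, so nothing was averaged, and the numbers of the replicates are not known to pair the mice. A term for the replicate number was tried as an alternative. Tables were read with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Positions are those of the GENCODE annotation of GRCm38, since the table gives no genome build. Of the 762 mouse miRNAs, 728 could be matched to an annotated gene.

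The test, the thresholds, the lists of miRNAs, the rule for naming miRNAs and 19 alternatives were set before the data were examined. The alternatives were an added 0.1 or 10 RPM in place of 1, no filter, a filter at a mean of 10 RPM, median-of-ratios scaling, quantile normalization, RPM without the most abundant miRNA, an unmoderated linear model on RPM or on log2 RPM, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, the replicate term, mouse miRNAs alone, and each library left out. Counts of alternatives in the text are over these 19, or over 18 where one does not test the miRNA. For the separation of the groups, Spearman's correlation was tried as well. An alternative added later, chosen after the values were seen, took an equal-variance statistic on RPM and its p from all splits pooled across the 495 annotated mouse miRNAs tested. The text names the miRNAs that the paper names, the 5 others with the smallest p among those whose J and M libraries do not overlap, the 5 with the highest mean RPM, the let-7 family and the members of lists of miRNAs for hepatocytes, blood-derived immune cells, stromal cells, endothelial cells, red blood cells and bile duct epithelium. A list's value is the median log2 fold change of its tested members, with an exact permutation of the list mean over the 10 splits.

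The tests were run on simulated data with the spread of these libraries. Of 200 miRNAs changed by 1 or 2 on the log2 scale, limma put 57.1% past the thresholds and 95.9% in the right direction, and 32.9% had an adjusted p under 0.05. With no change it called a median of 26.5 of 540 miRNAs (17 to 38 over 20 simulated datasets). The pooled permutation was run on other simulated data, with a common spread for all miRNAs and every change at 2 on the log2 scale. At a p under 0.05 and with no fold threshold, it called 4.7% with no change and 49.5% of the changed miRNAs. These values therefore cannot be set against those of limma. Counting intervals are 95% Wilson intervals and the limit is 3 reads. Target prediction, pathway enrichment, qRT-PCR, histology and glucose values were not analysed here.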

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

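The explanations tested in this part were chosen only after the results were seen. The limma fit, the thresholds and the alternatives counted here were set before the data were examined.

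The paper's tables do not list 5 miRNAs that passed its thresholds and were higher in every J library than in every M library. mmu-miR-881-3p had 9.38 ± 5.98 RPM (SD, n = 3) in the J group and 2.45 ± 0.190 RPM in the M group, a log2 fold change of 1.44. For the predicted miRNA m0518-5p the values were 14.8 ± 2.70 and 7.29 ± 1.97 RPM, a log2 fold change of 0.94, and the paper states that such miRNAs are not listed. mmu-miR-880-3p had 7.74 ± 3.53 and 3.25 ± 0.224 RPM (0.96), and mmu-miR-6538 had 152 ± 62.4 and 74.3 ± 13.5 RPM (0.94). mmu-miR-6935-3p, which falls outside the rule for naming and was chosen after its values were seen, had 5.50 ± 2.56 and 1.92 ± 1.41 RPM (1.24). mmu-miR-881-3p passed under 17 of the alternatives, m0518-5p under 16, mmu-miR-880-3p and mmu-miR-6538 under 12 each and mmu-miR-6935-3p under 7. None had an adjusted p under 0.05 in limma.

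Scaling as the whole cause is argued against by median-of-ratios scaling, after which 5 of the 5 still passed. J group replicate 2 had the highest value for each of the 5 miRNAs, and whether it alone made them pass cannot be told apart: without it their median log2 fold change was 0.84, but miRNAs chosen because every J library is higher stay above 0 by that choice. Without that library the log2 fold change was 1.00 for mmu-miR-881-3p, which still passed, and 0.84 for m0518-5p, 0.66 for mmu-miR-880-3p, 0.68 for mmu-miR-6538 and 0.94 for mmu-miR-6935-3p, which did not. Chance stays open as a candidate explanation: 23 of the 548 tested miRNAs were higher in every J library, and chance would give 27.4. The treatment stays open as well, untested beyond these libraries. mmu-miR-6935-3p is one of the miRNAs whose position range is written backward, which is taken up under the other observations. No annotated miRNA gene lies opposite its gene, so the explanation given there does not reach it.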

How the results depend on the processing

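Of the alternatives, the pooled permutation was chosen only after the values were seen. All 33 listed miRNAs kept the paper's direction under every alternative that tested them (25 were tested with the filter at a mean of 10 RPM). mmu-miR-146b-5p, mmu-miR-148b-3p, mmu-miR-186-5p and mmu-miR-191-5p stayed past the thresholds under all 19 alternatives set beforehand. Apart from DESeq2, with 2 miRNAs (both at an adjusted p of 0.0497 by its own adjustment), no alternative gave an adjusted p under 0.05 to any miRNA. In simulated data with the spread of these libraries and no change, DESeq2 gave a median of 1 such miRNA (3 datasets). There limma and edgeR gave a median of 0. Under the alternatives, 21 to 46 miRNAs had an unadjusted p under 0.05.

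The count of 29 miRNAs rose to 45 with edgeR. The 8 miRNAs higher in the J group became 4 with the filter at a mean of 10 RPM, 17 with median-of-ratios scaling, 17 with quantile normalization, 5 with the unmoderated model on RPM, 18 with edgeR, 13 with DESeq2 and 5 with the pooled permutation. The 21 lower became 13 with median-of-ratios scaling and 12 with quantile normalization. Of the listed miRNAs, 19 passed, against 10 with quantile normalization, 11 with DESeq2 and 32 with the pooled permutation. The filter at 10 RPM tests fewer miRNAs, 302 in place of 548. For the other changes the cause was not tested.

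The median log2 fold change of all miRNAs, -0.13, was -0.015 with no filter, -0.037 with median-of-ratios scaling, 0.053 with quantile normalization, -0.017 with edgeR and -0.011 with DESeq2. Some log2 fold changes near 0 reversed. mmu-miR-125a-5p (-0.03) reversed with median-of-ratios scaling (0.072), quantile normalization (0.27), edgeR (0.053) and DESeq2 (0.057), and mmu-let-7e-5p (-0.14) with quantile normalization (0.088), edgeR (0.040) and DESeq2 (0.038). Quantile normalization also reversed the red blood cell list (0.26), mmu-miR-21a-5p (-0.16) and mmu-miR-99a-5p (-0.077). The cause of these reversals was not tested.

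Across the 6 fits that each left out a library, the count went from 21 (without J group replicate 2) to 46 (without M group replicate 2), the miRNAs higher in the J group from 6 (without J group replicate 3) to 14 (without J group replicate 1) and those lower from 14 (without J group replicate 2) to 39 (without M group replicate 2). Of the listed miRNAs, 12 (without J group replicate 2 or M group replicate 3) to 17 passed. The separation of the groups, 0.00115 with Pearson's and 0.00104 with Spearman's correlation, ranged from -0.00549 to 0.0123. Leaving out any library but M group replicate 1 changes the share of pairs that hold that outlying library, so this range cannot show whether the separation is stable. The median of all miRNAs ranged from -0.20 to -0.06, the let-7 family from -0.54 to -0.33, the immune list from -1.71 to -0.76 (without M group replicate 1), the stromal list from -0.59 to -0.37, the bile duct list from -1.17 to -0.24 (without M group replicate 1), the hepatocyte list from -0.0025 to 0.24 and the endothelial list from -0.10 to 0.25 (lowest without J group replicate 2, highest without J group replicate 1 for both), and the red blood cell list from -0.63 (without M group replicate 2) to 0.47 (without M group replicate 3). mmu-miR-125a-5p ranged from -0.20 to 0.17, mmu-miR-125b-5p from -0.19 to 0.35, mmu-miR-99a-5p from -0.0012 to 0.10 and mmu-let-7e-5p from -0.36 to 0.10. These fits hold 5 libraries in place of 6, and beyond that the cause was not tested.

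The replicate numbers showed no sign of pairing the mice, though so few pairs cannot exclude it. After the group means were removed, libraries with the same number correlated at 0.0453, 0.0584 and -0.0059. Those with different numbers correlated at -0.24 to 0.16. With the numbers as a block, 27 miRNAs passed, 8 higher and 19 lower, 14 of them listed.

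Among the results for single named miRNAs, the alternatives on all libraries left 566 unchanged in direction and call, made 70 weaker and 41 stronger and reversed 9. Depth limits the rare miRNAs: 229 of the 548 have under 10 reads in some library, among them mmu-miR-23b-5p, mmu-miR-465c-3p, mmu-miR-292b-5p and mmu-miR-495-3p.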

Differences from the paper's values

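The settings compared here were set before the data were examined, except the pooled permutation, which was chosen after seeing the values. The paper gives 5 miRNAs as upregulated, and limma gave 8 (the paper's 33 in all and 28 downregulated against 29 and 21 here differed by less than 1.5 times). The upregulated count came within 1.5 times of the paper's with an added 10 RPM (6), the filter at a mean of 10 RPM (4), RPM without the most abundant miRNA (7), the unmoderated model on RPM (5), mouse miRNAs alone (6), and without J group replicate 2 (7), J group replicate 3 (6) or M group replicate 2 (7). It did not with an added 0.1 RPM (8), no filter (10), median-of-ratios scaling (17), quantile normalization (17), the unmoderated model on log2 RPM (8), edgeR (18), DESeq2 (13), the replicate block (8), or without J group replicate 1 (14), M group replicate 1 (12) or M group replicate 3 (9). The pooled permutation, chosen after seeing the values, gave 5. A total of 33 was reached with RPM without the most abundant miRNA, with 7 higher and 26 lower, and 28 lower miRNAs were reached without M group replicate 3.

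The paper calls 14 miRNAs that did not pass here. The pooled permutation, chosen after seeing the values, called 13 of them. Each of the unmoderated models, on RPM and on log2 RPM, called 9 of them, the fit without M group replicate 1 called 2, and the added 10 RPM, the filter at a mean of 10 RPM, RPM without the most abundant miRNA, quantile normalization and edgeR called 1 each.

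The Discussion states that miR-125 was downregulated, and Tables 2 and 3 list no miR-125. Its sentence names miR-125 where the paper's network has miR-214, which Table 3 lists as downregulated. Whether miR-214 was meant cannot be told. mmu-miR-125a-5p had a log2 fold change of -0.03 and mmu-miR-125b-5p of 0.05 here. The paper describes mmu-miR-23b-5p as upregulated and as one of the most significant miRNAs. Its J libraries were all higher, its log2 fold change was 0.44, and it did not pass the thresholds under limma or under any alternative set before the data were examined. The pooled permutation, chosen after seeing the values, called it.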

Other observations

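Chosen only after the results were seen were the counts of splits by direction and for edgeR, the tests of M group replicate 1 other than depth and scaling, and the tests of the X and 12 chromosome clusters, of miR-3073b, of the position ranges and of the arms.

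Other splits of the 6 libraries were counted against the real one, which no result can place below 1 of 10. For the 29 miRNAs past the thresholds, 1 of the 10 splits, the real one, gave as many. By the direction with fewer calls (8), 2 of the 10 splits gave as many, and by the direction with more calls (21), 3 did. For adjusted p under 0.05 the real split has 0 miRNAs, with 29 at an unadjusted p under 0.05. A count of 0 is reached by all 10 splits whatever the data, so this count decides nothing. With edgeR, 1 of the 10 splits gave 45 miRNAs, and the others 17 to 43. For the separation of the groups, 4 of the 10 splits gave a value as large.

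Selecting miRNAs on a split and then clustering the libraries on them gave back that split in 9 of 10 splits, so the clustering by group on listed miRNAs may come from the selection.

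Of the calls, 72.4% were lower in the J group. Under median-of-ratios scaling the share was 43.3% and under quantile normalization 41.4%, but it was 60.0% with edgeR and 63.9% with DESeq2, which scale the reads as well. Scaling each library to 1000000 RPM may therefore add to the majority of lower calls, and whether it makes all of it stays open. M group replicate 1 was not the whole cause of the lower calls: without it, 15 of the 21 stayed past the thresholds and lower.

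M group replicate 1 stood apart from the other libraries. mmu-miR-298-5p had 1010 RPM there against at most 1.07 RPM elsewhere, mmu-miR-296-3p 432 against at most 0.558, mmu-miR-181a-5p 4951 against at most 673, mmu-miR-10b-5p 9167 against at most 1375 and mmu-miR-17-5p 536 against at most 114 (chosen after their values were seen). Depth is argued against: thinned to equal reads, its mean correlation with the others was 0.936, where the lowest of the others was 0.968. After median-of-ratios scaling, 28 of the 30 miRNAs were still at least 4-fold above every other library. Reads moved between miR-17 family members are argued against, since the family sum was 2368 RPM against at most 854, a log2 ratio of 1.47. A larger share of immune cells of all kinds is argued against because 3 of the 9 members of the immune list were at least 2-fold above every other library and 3 were not above every other library. A lower share of hepatocytes would raise the other lists alike. The endothelial list moved by -0.11 and the red blood cell list by -0.07, while the immune list moved by 1.44, the bile duct list by 1.02, the stromal list by 0.62 and the hepatocyte list by -0.02 (log2 against the mean of the other libraries). Dividing immature lymphoid cells may be a source. Their added list was raised by a median of 1.21, with all 6 members above every other library, but several of its members also belong to the liver: mmu-miR-92a-3p had 6824 RPM against 5413 ± 843 (SD, n = 5) and mmu-miR-16-5p 4323 against 2689 ± 333. The list was written after the pattern was seen, so this cannot be told apart from other sources. The library name carries a series number that is on 1 library and not on the other 5, and with a single library a separate series and a different mouse cannot be told apart.

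The list for blood-derived immune cells was lower in the J group, with a median log2 fold change of -1.29 (9 members, 2 of them in Table 3). It was -1.12 without those 2, and -0.50 (exact permutation p = 0.2) when M group replicate 1 was left out too. The median of -1.29 is the value of mmu-miR-342-5p, a rare member with 0.927, 0 and 1.07 RPM in J group replicates 1, 2 and 3. With the filter at a mean of 10 RPM the list was at -1.51. mmu-miR-146a-5p had 241 ± 18.7 RPM (SD, n = 3) in the J group and 1009 ± 721 RPM in the M group, a log2 fold change of -1.79, and -1.24 without M group replicate 1. This miRNA is outside Tables 2 and 3, and every J library lay below every M library. It passed the thresholds under 18 of 19 alternatives, among them the 6 that each leave out a library. Under quantile normalization the list was at -1.19 (exact permutation p = 0.1, as under median-of-ratios scaling, edgeR and DESeq2), which argues against scaling as the whole cause. Without M group replicate 1 it was at -0.76 (exact permutation p = 0.2). The exact permutation p was also 0.2 without J group replicate 1 (-1.37) and without J group replicate 2 (-1.09). The p therefore does not single out M group replicate 1, and that library as the whole cause stays open. The members mmu-miR-146a-5p, mmu-miR-146b-5p, mmu-miR-342-3p and mmu-miR-342-5p were lower in every J library than in every M library. The groups overlapped for mmu-miR-142a-3p, mmu-miR-142a-5p, mmu-miR-223-3p, mmu-miR-150-5p and mmu-miR-155-5p, so fewer immune cells of all kinds are not shown. Fewer immune cells of some kinds in the J group, or a change within them, may underlie the lower list. The exact two-sided permutation p was 0.1, the smallest possible, so this cannot be told apart from chance.

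The other lists gave median log2 fold changes of 0.08 for hepatocytes (exact permutation p = 0.5, 4 of 5 members tested), -0.55 for stromal cells (exact permutation p = 0.1, 7 of 8), 0.09 for endothelial cells (exact permutation p = 0.8, 1 of 2), -0.12 for red blood cells (exact permutation p = 0.8, 3 of 4) and -0.68 for bile duct epithelium (exact permutation p = 0.2, 5 of 5). Of the stromal list 4 members are in Table 3, and without them it was -0.41 (exact permutation p = 0.4). Without its 1 listed member the bile duct list was -0.71 (exact permutation p = 0.3). Single libraries moved several of these lists. Without M group replicate 1, the bile duct list was -0.24 and the stromal list without its listed members was -0.22, and without J group replicate 2 the endothelial list was -0.10 and the hepatocyte list -0.0025. The red blood cell list was 0.47 without M group replicate 3 and 0.26 under quantile normalization. The hepatocyte list was 0.19 under median-of-ratios scaling, 0.20 under quantile normalization, 0.18 with edgeR, 0.19 with DESeq2 and 0.24 without J group replicate 1, each with an exact permutation p of 0.1. The stromal list was -0.45, -0.42, -0.46 and -0.46 under the same scalings, each with an exact permutation p of 0.2, and its exact permutation p was also 0.2 in each fit with a library left out except that without M group replicate 2 (0.1).

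The let-7 family was lower in the J group. Reads shared between members are argued against as the cause, since the sum of the family had a log2 ratio of -0.38. Under quantile normalization the median was -0.22 (exact permutation p = 0.1), under edgeR -0.34 (exact permutation p = 0.1), under median-of-ratios scaling -0.33 (exact permutation p = 0.2) and under DESeq2 -0.34 (exact permutation p = 0.2). The family stayed lower under each of these scalings, but under the last pair of them another split gave as large a difference, so scaling stays open. The treatment and chance stay open as well.

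mmu-miR-877-5p, also outside the tables, had 1.39 ± 0.487 RPM (SD, n = 3) in the J group and 4.86 ± 3.71 RPM in the M group, a log2 fold change of -1.14, which was -0.65 and no longer past the thresholds without M group replicate 1.

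A cluster of 7 tested miRNAs on chromosome X, from mmu-miR-743b-3p to mmu-miR-470-5p (66777256 to 66814025) and with mmu-miR-881-3p and mmu-miR-880-3p among them, was higher in the J group in 7 of 7 members, with a median log2 fold change of 0.91. Without J group replicate 2 it was 0.50, with 6 of 6 tested members higher, but J group replicate 3 lay below M group replicate 2 in the cluster mean (2.55 and 2.67 on the log2 scale) and the members are not independent, so that library as the whole cause stays open. The treatment may be a cause, but the exact two-sided permutation p of the cluster mean was 0.2, so it cannot be told apart from chance.

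On chromosome 12, 42 tested miRNAs of the clusters at 109571990 to 109618336 and 109709060 to 109743795 were raised in J group replicate 3 by a median of 1.57 (log2 against the mean of the other libraries), with 34 above every other library. After median-of-ratios scaling this was 1.53 and after thinning to equal reads 1.56, which argues against scaling and depth. No biological explanation was tested.

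Both arms of miR-3073b (chromosome 12, 112109250 to 112109309) fell into a low and a high level. mmu-miR-3073b-5p had 64.8, 33.1 and 70.9 RPM in J group replicate 2 and M group replicates 1 and 2 and 3.01, 2.14 and 2.33 RPM in the other libraries. For the arm with the smaller ratio, the lowest of the high libraries was 11.0 times the highest of the low ones, while mmu-miR-3073a-3p from the opposite strand had a ratio of 0.36. A variant in the outbred stock may be the cause, which cannot be told apart from other causes without genotypes.

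miRNAs with plant names summed to 25.9 ± 6.95 RPM (SD, n = 3) in the J group and 24.2 ± 11.3 RPM in the M group, which received no granule. This argues against reads of the granule's plants as their source.

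Of the entries with a position range in their name, some are written with the higher position before the lower one, a form that the paper's text does not explain. Of 41 such mouse miRNAs with an annotated gene, 18 (43.9%) lie opposite another miRNA gene, against 30 of 547 (5.5%) of the others (Fisher's exact test, two-sided, p = 5.26e-11). Such an entry may therefore hold reads of the miRNA gene on the opposite strand. mmu-miR-126b-3p had 6828 RPM and lies opposite Mir126a, while the table has 0 entries named mmu-miR-126a-5p, and mmu-miR-3074-5p, opposite the genes of mmu-miR-24-3p (485 RPM), had 4430 RPM (chosen after their values were seen).

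For 18 hairpins with both arms tested and 1 arm in Tables 2 and 3, the other arm moved in the same direction in 17. This was so in 69 of 111 other hairpins (62.2%). An exact binomial test, two-sided, gave p = 0.000145, but it takes both directions as equally likely and the hairpins as independent. The other hairpins agreed more often than that, and the genes of mmu-miR-191-5p and mmu-miR-425-5p share a noncoding RNA, so this p overstates the evidence. The higher agreement leans against noise in single mature miRNAs as the whole cause, but it was not tested against the 62.2%. Differences between the mice that are not due to the treatment would move both arms as well.

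The P-values that the paper lists for its 33 miRNAs had a median ratio of 0.999 (0.505 to 1.06) to those of the pooled permutation, which was chosen after the values were seen. Of the 495 annotated mouse miRNAs tested, 33 had a statistic on RPM as large as the smallest of the listed ones together with the fold change threshold, and these were the 33 listed.

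The forward primers that the paper's Table 1 gives for mmu-miR-23b-5p and mmu-miR-185-5p have the same sequence. Its 18 bases TGGAGAGAAAGGCAGTTC match positions 7 to 24 of the annotated Mir185 hairpin. The search, which counts only longer runs of bases, found none of this primer in Mir23b. The reverse transcription primer for mmu-miR-23b-5p matches 10 bases of Mir23b (positions 22 to 31).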
